A study of Homo sapiens with 4 samples. Its data were reported in "Mitotic gene regulation by the N-MYC-WDR5-PDPK1 nexus" (2024).

How the data were processed

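RNA-seq was performed on total RNA after removal of ribosomal RNA, from 2 DMSO and 2 D47 libraries of 1 engineered CHP-134 cell line. According to the methods of the study, the authors trimmed the reads, aligned them with STAR to the human genome (build hg19), counted reads per gene with featureCounts and compared the groups with DESeq2. The values the authors deposited are raw whole-number counts per gene and library, not normalized, with 1 column per library. The annotation and whether counting used strand are not stated, so overlapping and antisense genes are uncertain. The table was named for protein-coding genes, but it held 55765 gene symbols, of which 34.4% matched a protein-coding gene. No row lacked a gene name, and 0 columns of per-sample values were left unused.

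Counts were read as deposited, and libraries were grouped by their titles. Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its defaults (27370 of 55765), libraries were scaled by TMM, with factors of 1.03 and 1.02 in DMSO and 0.965 and 0.982 in D47, and D47 was compared with DMSO by glmQLFit and glmQLFTest without a replicate term, since the methods of the study name none. P-values were adjusted by Benjamini-Hochberg over the genes kept, and genes with an adjusted p under 0.05 were called. A fold change over 1.5 was a further filter on the fitted value. The SE of a log2 fold change is the fold change divided by the root of its F statistic. CPM values are TMM-normalized and are given as mean ± SD over 2 libraries. The 4 libraries held 89262922 to 115724617 counts, so counting error was small against the variation between replicates for all but the lowest genes.

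Replicates were first compared with each other. The chi-square per degree of freedom was 29.4 between the DMSO libraries, 22.1 between the D47 libraries and 41.7 to 78.9 between the groups, so no pair of libraries was a copy of another. DDX1, which lies near MYCN, was the most abundant gene in each library (27704 ± 875 CPM in DMSO and 28839 ± 49.1 CPM in D47).

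The genes to be named were fixed before the counts were examined, but after the study's own results had been read: PDPK1, MYCN and WDR5; the panel of 6 (CENPE, CENPF, ASPM, SMC3, SMC4, TOP2A); and the 5 largest rises and 5 largest falls among called genes with a mean of at least 5 CPM whose D47 libraries both lay on the same side of both DMSO libraries. Other genes are named as chosen after their values were seen. The 14 lists were also fixed then: the panel, the G2/M and S lists of the Seurat package (5.3.0), lists written by hand (spindle and kinetochore, cohesin and condensin, cholesterol synthesis, FOXO targets, growth factor early genes) and families taken by symbol (integrins, cytosolic and mitochondrial ribosomal proteins, histones, complex I, proteasome). Lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01 between genes. No list member had 3 counts or fewer in each library of a group.

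Coordinates, exonic length, GC content and coding sequences came from GENCODE, release 44 lifted to GRCh37, the assembly that hg19 also names; the authors' own annotation was not used here. Symbols matched by their current name for 33529 genes and by an older name for 1853. Of the genes kept 72.4% had a match, of the called genes 93.6%, and of the 16584 genes with a mean of at least 1 CPM 85.1%. Trends were fitted on matched genes with a mean of at least 1 CPM, by splines with 4 degrees of freedom per property and library, and removed through an offset; genes with no match kept an offset of 0. For comparison with random lists, chosen after the data were seen, each member was replaced by 1 of its 30 nearest genes in expression, GC content and length, or in expression, coding length and A content of the coding strand, and 10000 lists were drawn. Only annotated genes with a mean of at least 1 CPM entered either match. The match on GC content left out the list's own members alone. That on A content left out the members of the panel and of the G2/M, S, spindle and cohesin lists.

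Alternatives fixed before the data were examined were median-of-ratios size factors, library size alone, other filters on low counts, the replicate number as a block, counts thinned to the smallest total, removal of the length and GC trend with and without the block, the robust fit, DESeq2 1.42.0, an adjusted p under 0.01, glmTreat against a fold change of 1.5, camera with an estimated correlation, fry, lists among genes of at least 5 CPM, and leaving out each library. Chosen after seeing the data were offsets on length alone, on GC content alone, and on coding length and A content (with and without the block), protein-coding genes alone, and DESeq2 without a filter. A fit that leaves out a library has 1 library in an arm, so it gave fold changes and no calls. In the report and the observations, ranges of adjusted p and counts over the alternatives of a result cover the 13 that give a p for it and hold no block.

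The fits were tested on simulated counts drawn from the means and totals of these libraries over 27370 genes. Of 200 genes changed by 1.5-fold, 2-fold and 4-fold, 33.0%, 56.5% and 79.0% were called, and 10.8%, 6.61% and 4.24% of the calls were unchanged genes. With no gene changed 0 were called. With a GC trend put into the counts 797 unchanged genes were called without the offset and 6 with it. A list shifted by -0.30 was found at -0.33, and 0 of 10 lists sharing no member with it were called. Genes were drawn independently, with the spread of the trend at their level and none of their own. The simulated lists therefore held no correlation between genes, so this cannot show whether correlation led to list calls in the real counts.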

Results

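Transcript levels were measured by RNA-seq in CHP-134 cells, a human neuroblastoma cell line with an amplified MYCN gene. The cells carried a degron tag on the endogenous PDPK1 protein, a kinase that acts in phosphoinositide signaling. The compound dTAG47 (D47) binds the tag and sends the tagged protein for degradation, so D47 acts on the protein and not on the transcript. Cells were treated with 500 nM D47 or with 0.1% DMSO as the vehicle for 24 h, with 2 libraries per group. The deposited raw counts covered 55765 genes. Total counts were 89262922 and 115724617 in DMSO replicates 1 and 2, and 104422701 and 112619856 in D47 replicates 1 and 2. The depth of the groups therefore overlapped. After the filter on low counts 27370 genes were tested, and the biological coefficient of variation between replicates was 0.120. With 2 libraries against 2, an exact two-sided permutation test of a single value cannot give a p below 0.333, so each gene's p came from edgeR's quasi-likelihood test, which shares the estimate of spread across genes.

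The first comparison asked how many transcripts differed between cells with and without PDPK1 degradation. At an adjusted p under 0.05 (Benjamini-Hochberg, edgeR), 2236 genes were called, of which 1079 were higher and 1157 were lower in D47. The median absolute log2 fold change of the called genes was 0.56. A fold change over 1.5 was reached by 1076 of them, 285 higher and 791 lower. Both D47 libraries lay on the same side of both DMSO libraries in every called gene, and in 53.1% of all genes tested, where chance gives 33.3%. Of the called genes 1976 (88.4%) were protein coding in the annotation, and 209 had a mean under 1 CPM (counts scaled to a common library total), 167 of these lower in D47. Without the filter on low counts 3566 of 38618 genes were called, in a fit that gave several named genes far lower p-values at nearly unchanged fold changes. With the filter and an adjusted p under 0.01 the count was 575. The balance of directions depended on the scaling. With the composition factors (TMM) 48.3% of the calls were higher in D47, with median-of-ratios size factors 52.5% of 2495 calls, and with library size alone 26.5% of 2183 calls. DESeq2 without a filter, which differs in its test as well, gave 58.5% higher among 2871 calls.

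**Figure D1:**
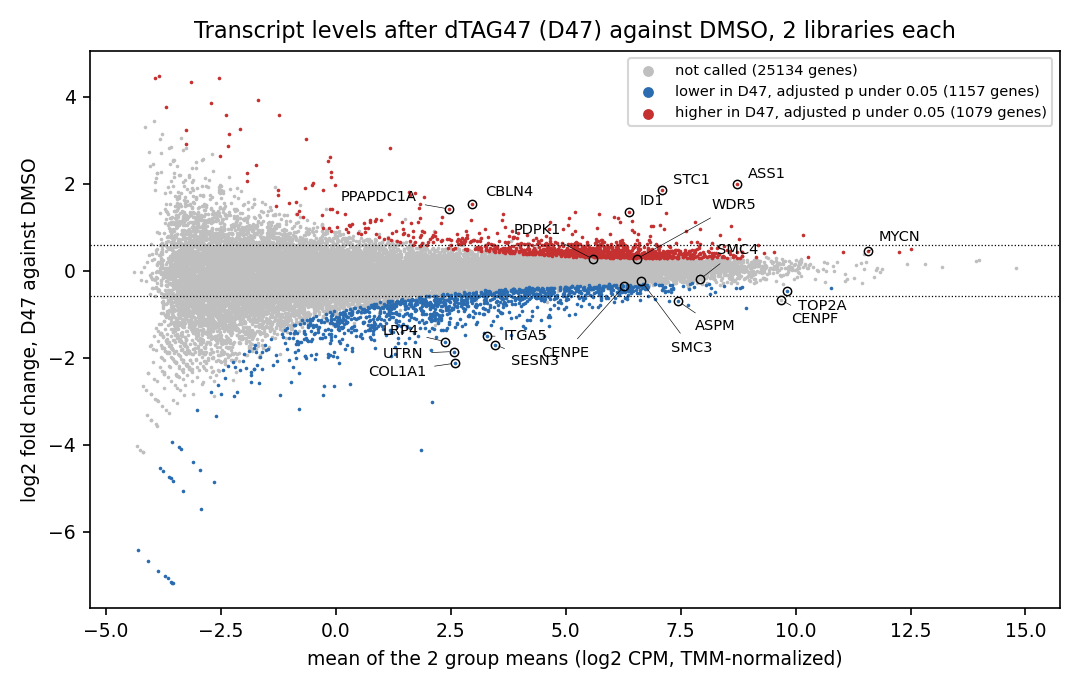
Each point is 1 of the 27370 genes tested, with the mean level on the x axis (log2 CPM, TMM-normalized) and the fitted log2 fold change of D47 against DMSO on the y axis. The dotted lines mark a fold change of 1.5, circles mark the genes named in the text, fold changes of genes with almost no counts in 1 group depend on the prior count of the fit, and the 791 genes lower by over 1.5-fold outnumber the 285 higher genes, and MYCN is called at a log2 fold change of 0.46.

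PDPK1 is the gene whose protein carried the tag, and its transcript was examined first. PDPK1 (chromosome 16, 2587980 to 2653189 on the plus strand, GRCh37) read 43.8 ± 3.12 CPM in DMSO and 52.9 ± 4.52 CPM in D47 (SD, n = 2 each). The individual libraries held 46.0 and 41.6 CPM in DMSO, and 56.1 and 49.7 CPM in D47. The log2 fold change was 0.27 (SE 0.098), which was not called (edgeR, adjusted p 0.110). It was called once a trend on gene length and GC content was removed from each library (adjusted p 0.0457, within a range of 0.0334 to 0.253 over its alternatives), and without D47 replicate 1 the log2 fold change was 0.18. Since D47 acts on the protein, the transcript could not check which libraries were treated. Exons of other genes cover 23.7% of the exonic bases of PDPK1, and reads shared with the related PDPK2 (log2 fold change 0.31, adjusted p 0.336, looked up after the values were seen) were not separated here, so the level of PDPK1 is uncertain to that extent.

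MYCN and WDR5 encode partners of PDPK1 in the question of the study. By western blot the study saw no obvious effect of 24 h of dTAG47 on the protein of either gene. The values here are of transcripts. MYCN (chromosome 2, 16080672 to 16087129) rose from 2589 ± 212 to 3557 ± 198 CPM (SD, n = 2 each), a log2 fold change of 0.46 (SE 0.087, edgeR, adjusted p 0.0089). WDR5 (chromosome 9, 137000487 to 137025090) rose from 84.6 ± 6.75 to 102.7 ± 2.88 CPM, with a log2 fold change of 0.28 (SE 0.089) that was not called (adjusted p 0.0720). WDR5 was called under 4 of its 13 alternatives, among them DESeq2 (adjusted p 0.0325, within a range of 0.0273 to 0.171). Exons of other genes cover 11.2% of the exonic bases of WDR5.

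The next comparison concerned a panel of 6 mitotic genes that the study had chosen from earlier work in another cell line and measured by RT-qPCR. By that method the study found these genes lower after PDPK1 depletion than in vehicle-treated cells. All 6 had lower fitted levels in D47, and 2 were called, both over all genes tested and when adjusted over the list alone. TOP2A (chromosome 17, 38544777 to 38574148) fell from 1048 ± 148 to 757 ± 35.7 CPM, a log2 fold change of -0.47 (SE 0.099, adjusted p 0.0138). ASPM (chromosome 1, 197053251 to 197115824) fell from 216.0 ± 60.1 to 133.2 ± 39.1 CPM, a log2 fold change of -0.70 (SE 0.185, adjusted p 0.0371), and DESeq2 did not call it (adjusted p 0.307, within a range of 2.99e-12 to 0.422 over its alternatives). CENPF (chromosome 1, 214776528 to 214837917) had a log2 fold change of -0.66 (SE 0.268, adjusted p 0.157, within a range of 1.06e-13 to 0.655 over its alternatives), and CENPE (chromosome 4, 104026506 to 104119602) one of -0.35 (SE 0.269, adjusted p 0.481, within a range of 0.0050 to 0.818). SMC3 (chromosome 10, 112327442 to 112365806) had a log2 fold change of -0.23 (SE 0.137, adjusted p 0.350), and SMC4 (chromosome 3, 160117062 to 160152742) one of -0.18 (SE 0.090, adjusted p 0.244). Exons of other genes cover 22% of the exonic bases of SMC4. These 4 genes were not called in this fit, whereas CENPF was called under 2 and CENPE under 1 of 13 alternatives, and SMC3 and SMC4 under 0. The lowest adjusted p of ASPM, CENPF and CENPE came from the edgeR fit without the filter, at fold changes of -0.70, -0.66 and -0.35. That fit gave the only call of CENPE and 1 of the 2 of CENPF. Their counts were the same there, so these p-values do not show closer replicates.

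The spread within each group was wide for this panel. CENPF read 1301 and 699 CPM in the DMSO libraries, and 831 and 435 CPM in the D47 libraries, so that D47 replicate 1 lay above DMSO replicate 2. CENPE, with 107.8 and 65.1 CPM in DMSO and 91.8 and 43.7 CPM in D47, showed the same overlap. Between libraries of the same number, however, all 6 genes were lower in D47 for both numbers. With the replicate number as a block and no offset, CENPE and CENPF were called lower. With the block and an offset CENPF stayed called and CENPE did not. The labels do not say that a number marks a shared batch. The median log2 fold change of the 6 was -0.41, and single libraries moved it: it was -0.11 without DMSO replicate 1, -0.21 without D47 replicate 2, -0.64 without DMSO replicate 2 and -0.76 without D47 replicate 1. Without DMSO replicate 1, CENPE (0.06) and SMC3 (0.01) no longer fell, CENPF was at -0.14, ASPM at -0.38 and SMC4 at -0.07. Without D47 replicate 2, CENPE was at 0.10, SMC3 at -0.06, CENPF at -0.25, ASPM at -0.41 and SMC4 at -0.16. TOP2A stayed between -0.61 and -0.32 across the 4 fits that each left out a library. Each of these fits leaves 1 number without its partner, so a difference between numbers would add to the shifts.

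**Figure D2:**
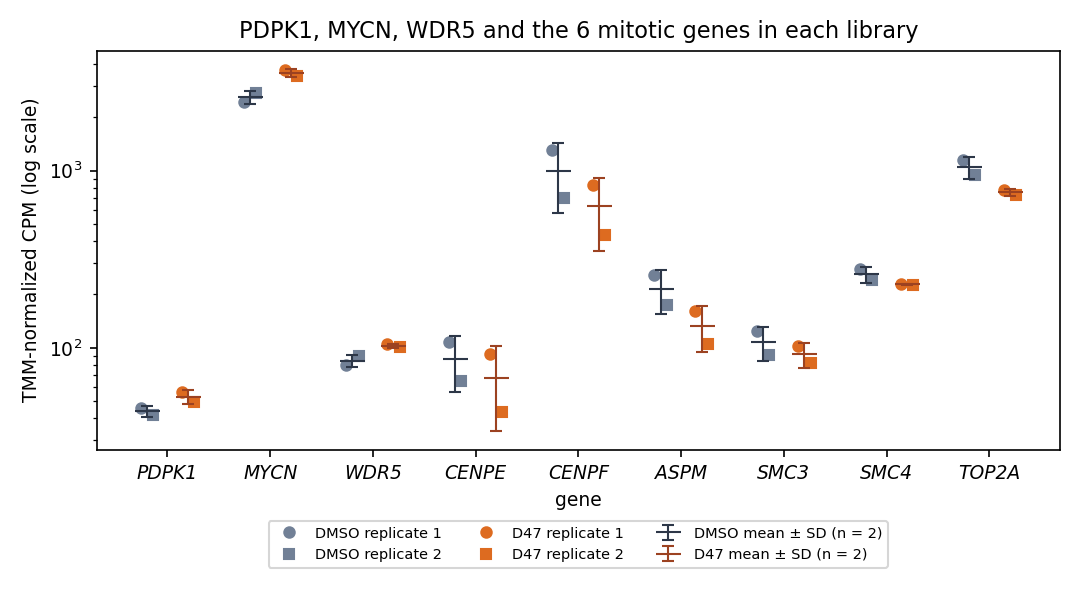
TMM-normalized CPM on a log axis for PDPK1, MYCN, WDR5 and the 6 panel genes on the x axis, where each library is a point (grey for DMSO, orange for D47, circles for replicate 1, squares for replicate 2), and the horizontal marks with whiskers are group means ± SD (n = 2). MYCN stands higher in both D47 libraries, at 3697 and 3417 CPM, while CENPF ranges from 699 to 1301 CPM within the DMSO libraries alone.

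Beyond these genes, the 5 largest rises and the 5 largest falls were taken among the 1589 called genes with a mean of at least 5 CPM and no overlap between groups. ASS1 (chromosome 9, 133320348 to 133376661) rose most, from 169.6 ± 38.0 to 677.9 ± 24.2 CPM, with a log2 fold change of 2.00 (SE 0.126, adjusted p 2.23e-05). STC1 (chromosome 8, 23699442 to 23712319) rose from 59.3 ± 19.5 to 215.1 ± 19.2 CPM, with a log2 fold change of 1.86 (SE 0.166, adjusted p 1.47e-04). CBLN4 (chromosome 20, 54572413 to 54580575, log2 fold change 1.53, adjusted p 0.0125), PPAPDC1A (now named PLPP4, chromosome 10, 122216739 to 122351577, log2 fold change 1.42, adjusted p 6.37e-04) and ID1 (chromosome 20, 30193086 to 30194318, log2 fold change 1.36, adjusted p 0.0011) followed. CBLN4 was not called by DESeq2 (adjusted p 0.114), and without DMSO replicate 2 its log2 fold change was 2.32. The robust version of the fit called neither CBLN4 (adjusted p 0.322) nor ID1 (adjusted p 0.121), the highest values over the alternatives of both genes, whose lowest were 5.90e-20 and 8.83e-41. Both of the lowest values came from the edgeR fit without the filter, at nearly unchanged fold changes.

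COL1A1 (chromosome 17, 48261462 to 48278993) fell most, from 9.87 ± 0.518 to 2.27 ± 0.273 CPM, with a log2 fold change of -2.12 (SE 0.155, edgeR, adjusted p 5.65e-05). UTRN (chromosome 6, 144606471 to 145174170) fell from 9.25 ± 0.383 to 2.56 ± 0.067 CPM, with a log2 fold change of -1.85 (SE 0.147, adjusted p 7.12e-05). SESN3 (chromosome 11, 94898677 to 94965705, log2 fold change -1.69, adjusted p 1.01e-04), LRP4 (chromosome 11, 46878268 to 46940193, log2 fold change -1.62, adjusted p 2.83e-04) and ITGA5 (chromosome 12, 54789045 to 54813050, log2 fold change -1.50, adjusted p 1.54e-04) followed. These 5 falls were called under each alternative that gives a call.

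To ask whether functional groups moved together, 14 gene lists were tested against all other genes with camera, a two-sided set test from limma, and adjusted over the 14 lists. The G2/M list of 54 genes had a median log2 fold change of -0.23 (adjusted p 1.85e-08). In it 47 members were lower, 16 were called lower over all genes tested, and 24 were called lower and 2 higher when adjusted over the list alone. Without DMSO replicate 1 its median was -0.13. The S phase list of 43 genes moved the other way, with a median of 0.15 (adjusted p 2.62e-06), 37 members higher, 6 called higher over all genes and 8 adjusted over the list alone. The median of the G2/M list minus that of the S list was -0.38, or -0.25 without DMSO replicate 1. In single libraries this difference, taken against the mean of the 4 libraries, was 0.27 and 0.11 in DMSO, and -0.20 and -0.18 in D47. The study asked about cell cycle phases by flow cytometry, which was not analysed here.

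The panel of 6 was below the other genes as a set (median -0.41, adjusted p 0.0025, with -0.11 without DMSO replicate 1), and 4 of its members are in the G2/M list. The list of 91 spindle and kinetochore genes, which shares 24 members with the G2/M list, had a median of -0.08 (adjusted p 0.0086), with 61 members lower, 17 called lower and 4 called higher. Adjusted over the list alone, 19 were called lower and 6 higher. Without DMSO replicate 1 its median was -0.05, and its call was lost when a trend on GC content alone was removed (adjusted p 0.0585, within a range of 1.98e-04 to 0.376 over its alternatives). The cohesin and condensin list, of which the study had named the cohesins from these libraries, was not called by camera (21 genes, median -0.11, adjusted p 0.804), although its median lay at percentile 0.6 of random lists matched on expression, GC content and length, and 3 of its members were called higher and 0 lower. Adjusted over the list alone, 4 were called higher and 1 lower. Its median was 0.01 without DMSO replicate 1.

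Lists that the study had derived from these libraries are not independent evidence. With TMM scaling all 77 cytosolic ribosomal protein genes were higher in D47 (median 0.17, adjusted p 3.94e-10), although 2 were called over all genes and 0 adjusted over the list alone. Their median was 0.094 with library size alone and 0.18 with median-of-ratios size factors. The 75 mitochondrial ribosomal protein genes had a median of 0.16 (adjusted p 6.92e-08), with 64 higher, 11 called higher over all genes and 15 adjusted over the list alone. The 23 integrin genes had a median of -0.16 (adjusted p 0.0034), with 6 called lower and 1 called higher over all genes, the same counts when adjusted over the list alone, and a median of -0.04 without DMSO replicate 1. The 17 integrin genes with a mean of at least 1 CPM, the limit for matching, lay at percentile 16.4 of random lists matched on expression, GC content and length, so they did not stand apart from these. The 25 cholesterol synthesis genes had a median of -0.27 (adjusted p 7.39e-09), with 23 lower, 10 called lower and 1 called higher over all genes, and 13 lower and 1 higher adjusted over the list alone.

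The remaining lists had been fixed before the counts were examined, but after the study's own results had been read, the fall of SESN3 among them. They are therefore not fully independent of these libraries either. The 24 growth factor early genes had a median of 0.48 (adjusted p 2.11e-06), with 19 higher, 6 called higher over all genes, and 11 higher and 1 lower adjusted over the list alone. Only 13 of them had a mean of at least 1 CPM. Among genes of at least 5 CPM the median of the list was 0.36 (camera adjusted p 0.0178). The 64 histone genes had a median of 0.14 (adjusted p 1.36e-04), with 9 called higher and 1 lower over all genes and 15 higher and 1 lower adjusted over the list alone. The histone median was 0.07 without D47 replicate 1 and 0.24 without D47 replicate 2. Complex I subunits (37 genes, median 0.14, adjusted p 1.36e-04) and proteasome subunits (35 genes, median 0.17, adjusted p 9.55e-08), which served as housekeeping comparisons, rose by about as much as the ribosomal proteins. Of these, 1 complex I and 5 proteasome genes were called higher over all genes, and 0 and 14 adjusted over the list alone. The 28 FOXO target genes did not move as a set (median -0.05, adjusted p 0.134), with 3 called lower and 1 called higher both over all genes and adjusted over the list alone. Without D47 replicate 1 the median was -0.10, without DMSO replicate 1 it was -0.01, and without D47 replicate 2 it was 0.01. None of the 12 list calls held under fry (adjusted p from 0.066 to 0.327) or under camera with a correlation estimated from these 4 libraries (0.288 to 0.452).

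**Figure D3:**
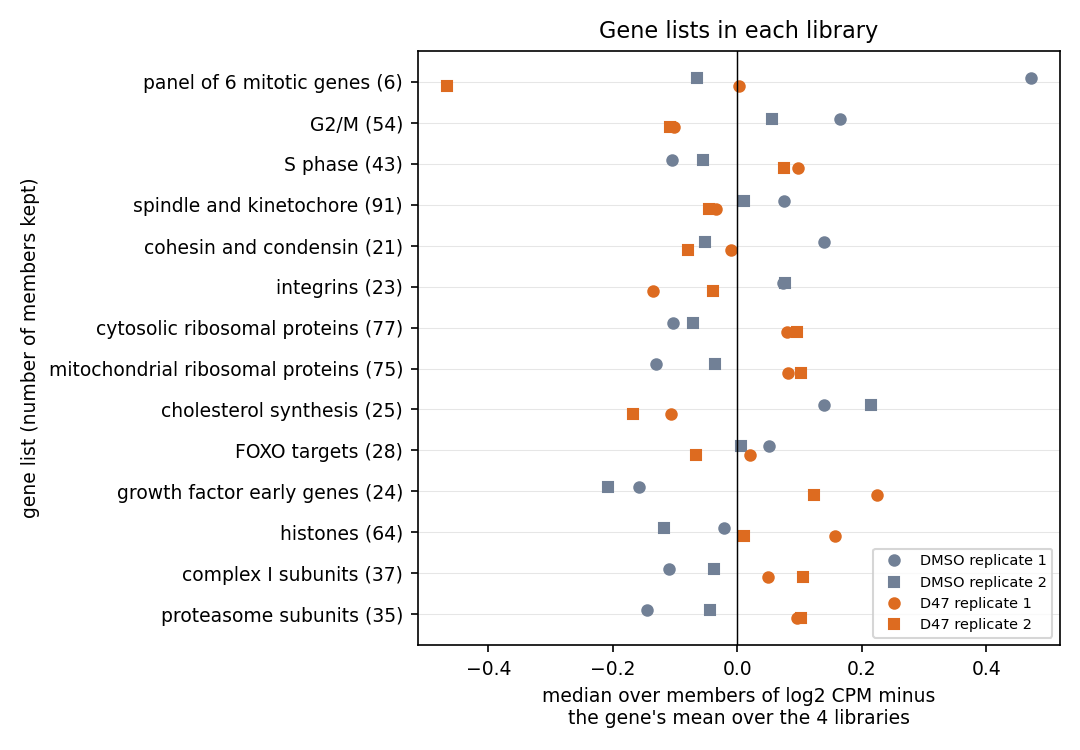
Each row is a gene list with its number of members, and each point is 1 library (grey for DMSO, orange for D47, circles for replicate 1, squares for replicate 2) at the median over members of log2 CPM minus the gene's mean over the 4 libraries. The G2/M list lies at 0.16 and 0.06 in DMSO against -0.10 and -0.11 in D47, whereas the panel of 6 lies at 0.47 in DMSO replicate 1 and -0.06 in DMSO replicate 2.

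The libraries also differed in ways that their groups do not explain. Among 14116 annotated genes with a mean of at least 1 CPM, the log2 fold change of D47 against DMSO correlated with exonic GC content across genes (Spearman 0.219) and with exonic length (-0.150). Genes are not independent replicates, so no p is given. The differences between replicates showed such trends too. DMSO replicate 1 against replicate 2 correlated with GC content at -0.264 and with length at 0.259, and D47 replicate 1 against replicate 2 at 0.282 and 0.088. The median log2 fold change rose from -0.10 in the lowest of 10 bins of GC content to 0.11 in the highest. After the trend on GC content and length was removed 2695 genes were called, among them 92.9% of the 2236.

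**Figure D4:**
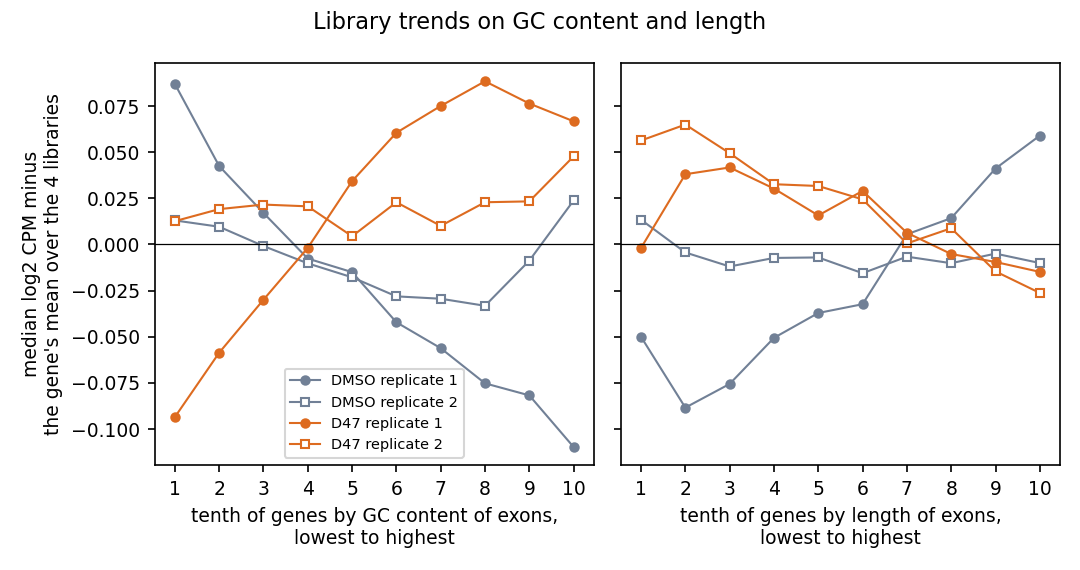
Median of log2 CPM minus the gene's mean over the 4 libraries, for 14116 genes in 10 bins of equal size by exonic GC content (left) and by exonic length (right), with 1 line per library (grey for DMSO, orange for D47, filled circles for replicate 1, open squares for replicate 2). DMSO replicate 1 and D47 replicate 1 run in opposite directions on GC content, from 0.09 to -0.11 and from -0.09 to 0.07, while both replicate 2 libraries stay closer to 0.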

Values the study reported

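The study counted approximately 2600 genes as differentially expressed 24 h after PDPK1 degradation at a false discovery rate below 0.05, split about evenly between rises and falls. In parental cells given 500 nM dTAG47 as a check on effects of the compound itself, it listed 44 genes as raised and 14 as lowered, all by small fold changes. The parental cells were treated for a shorter time and with more replicates. From this control the study took the changes after PDPK1 depletion to be mainly specific to its degradation. By RT-qPCR in the engineered cells, with GAPDH as the reference gene, it found the genes of the mitotic panel lower than with vehicle. This held at both times it tested, of which 24 h was the earlier. Its RNA-seq was performed on samples of that earlier time, so the RT-qPCR and the counts may share samples.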

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

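The alternatives on length alone, GC content alone, coding length and A content, protein-coding genes alone and DESeq2 without a filter were chosen after seeing the data; the others were fixed before. MYCN, TOP2A, ASS1, STC1, PPAPDC1A and the 5 named falls kept their direction and their calls under each of the 16 alternatives that give a call, with MYCN between 0.38 and 0.48.

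Counts of calls moved by over 1.5 times under several alternatives, and the cause was not tested unless the alternative's construction gives it. At an adjusted p under 0.01, a stricter threshold, 575 genes were called (228 higher, 347 lower), and glmTreat, which tests against the fold change of 1.5 itself, called 94 in place of 1076. Without the filter, where 38618 genes were tested, 3566 were called (1686 higher, 1880 lower). In that edgeR fit the adjusted p of ASS1 was 1.38e-110, against 2.23e-05 with the filter, at a log2 fold change of 2.00 in both. The counts of a gene are the same in both fits, so the p-values and calls without the filter are not stronger evidence. Library size alone changed the scaling and left 579 higher genes; 77.6% of the genes called in the report were also called under it. DESeq2 called 1656 genes higher with the filter and 1680 without it. Counts thinned to the smallest total gave 2184 calls. The totals differed too little (89262922 to 115724617) for this to show whether depth limited the calls. In simulated data 33.0% of genes changed by 1.5-fold were called, so most changes of that size were missed there.

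The replicate number as a block gave 4584 calls (2254 higher, 2330 lower, 1691 over 1.5-fold), and with the block the offset on length and GC content gave 4705 (2635 higher, 2070 lower) and that on coding length and A content 5578 (2988 higher, 2590 lower, 1698 over 1.5-fold). Same-numbered libraries also have consecutive codes in the labels, which do not say that a number or code marks a shared batch. The deviations of same-numbered libraries correlated at 0.076 over the genes kept, at 0.208 over genes of at least 1 CPM, at 0.238 over those of them with an annotated length and at 0.283 once the length and GC trend was removed. A shared batch is possible, but 2 pairs and these labels do not establish it, so the blocked values stand only here and the ranges of adjusted p elsewhere leave them out. Under the block the PDPK1 transcript was called at 0.27 (adjusted p 0.0317), and with the block and an offset at 0.28 (length and GC content) and 0.29 (coding length and A content). Without the block, 3 offsets called PDPK1, at 0.34 (length), 0.28 (length and GC content) and 0.29 (coding length and A content), and that on GC content alone did not (0.23, adjusted p 0.127), with adjusted p between 0.0025 and 0.253 over all alternatives of PDPK1. WDR5 was called under the block at 0.28 (adjusted p 0.0160), and with the block and an offset at 0.22 (length and GC content, 0.0240) and 0.26 (coding length and A content, 0.0035). Of the panel of 6, 4 genes in place of 2 were called lower under the block and without the filter. Under the block CENPE (adjusted p 4.28e-04) and CENPF (2.01e-12) were called beside ASPM and TOP2A. The count was 3 under the offset on coding length and A content, with and without the block. It was also 3 under the offset on length and GC content with the block. It was 1 under DESeq2 with or without the filter, the robust fit and the GC offset. Without the block the offset on length and GC content gave 1 too.

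Library size alone shifted log2 fold changes by a median of -0.078. The medians of rising lists were then smaller, among them S (0.071), mitochondrial ribosomal (0.086), proteasome (0.090) and complex I (0.060). Those of falling lists were larger in size, among them G2/M (-0.31) and cholesterol synthesis (-0.35). The directions of 12 lists held under each alternative. Their camera calls held under each scaling and filter, and none held under fry or an estimated correlation, which leave the medians as they are: panel of 6 -0.41, G2/M -0.23, S 0.15, spindle and kinetochore -0.080, integrins -0.16, cytosolic ribosomal 0.17, mitochondrial ribosomal 0.16, cholesterol synthesis -0.27, early genes 0.48, histones 0.14, complex I 0.14 and proteasome 0.17. The offset on coding length and A content, without and with the block, also removed the calls of the spindle and kinetochore list (-0.038 and -0.039), of complex I (0.072 and 0.076) and of histones (0.038 and 0.048), and the GC offset alone removed that of the spindle and kinetochore list (-0.075). The cohesin and condensin median reversed to 0.0017 and 0.0016 under the offset on length and GC content without and with the block, and to 0.0438 and 0.0444 under that on coding length and A content. The FOXO median reversed to 0.011 and 0.0069 under the offset on length and GC content without and with the block; library size alone called it lower (-0.13), as did the coding offset with the block (-0.0198). The cause of these changes was not tested beyond the trends given here.

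Across the 4 fits that each left out a library, PDPK1 ranged from 0.18 to 0.37, the panel of 6 from -0.76 (without D47 replicate 1) to -0.11 (without DMSO replicate 1), and the G2/M list from -0.30 to -0.13 (without DMSO replicate 1). The S list ranged from 0.11 to 0.19, G2/M minus S from -0.48 to -0.25 (without DMSO replicate 1), spindle and kinetochore from -0.12 to -0.050 (without DMSO replicate 1), and integrins from -0.19 to -0.042 (without DMSO replicate 1). Cohesin and condensin ranged from -0.14 to 0.010 (without DMSO replicate 1), FOXO targets from -0.10 to 0.0067 (without D47 replicate 2), and histones from 0.066 (without D47 replicate 1) to 0.24 (without D47 replicate 2). Cytosolic ribosomal genes ranged from 0.15 to 0.20, mitochondrial ribosomal genes from 0.12 to 0.21, complex I from 0.11 to 0.17, proteasome from 0.14 to 0.24, cholesterol synthesis from -0.36 to -0.26 and early genes from 0.35 to 0.45. Single panel genes moved more: CENPE ranged from -0.99 to 0.10, SMC3 from -0.44 to 0.01 and CENPF from -1.21 to -0.14. ASPM ranged from -1.04 to -0.38, SMC4 from -0.29 to -0.07, and CBLN4 among the largest rises from 1.05 to 2.32. Under the alternatives that give a call, 14 values of single genes named other than PDPK1 became called and 9 lost their call.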

Other observations

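Of the tests below, the thinned counts, the S and FOXO lists and the offset on length and GC content, apart from its use on the replicate difference of the panel, were fixed before the data were examined; all other tests were chosen after the data were seen. Effects of dTAG47 that do not pass through PDPK1 stay open in each paragraph, since parental cells treated with the compound were not analysed here. In the study's own report on such cells, given above, the listed changes were small.

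The calls in D47 against DMSO were set against other groupings first. Of the 3 ways to split the 4 libraries into 2 and 2, only 1, the real one, gave 2236 calls; the others gave 0 each (503 and 197 genes at an unadjusted p under 0.05, against 6367). So few splits cannot exclude an accidental grouping. A difference in depth is argued against by the counts thinned to a single total, which gave 2184 calls, and a trend on GC content and length by the 92.9% of called genes that stayed called once it was removed.

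The G2/M list fell while the S list rose. A smaller share of cycling cells would lower both lists, and the S list stood at 0.15. The G2/M list stayed below the other genes after removal of a length trend (camera adjusted p 2.49e-09), of a GC and length trend (1.01e-08) and of a trend on coding length and A content (2.99e-07), within a range of 1.50e-11 to 0.375 over its alternatives. Its 23 members with coding sequences under 1500 bases fell too, with a median of -0.18 and 19 lower, and so did the 12 members of 3000 bases or more, at -0.36. The S list kept its call without the GC and length trend (2.13e-07; range over its alternatives 7.52e-10 to 0.288). A shift of cells from G2/M towards earlier phases may underlie the opposite moves, as may lower transcription of mitotic genes at unchanged phases, and counts per gene cannot separate these. Flow cytometry by the study, not analysed here, showed no marked shift between phases, which argues against a large one. Both calls rest on the preset correlation of camera, and without DMSO replicate 1 the G2/M median was -0.13.

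The panel of 6 kept its call after removal of the GC and length trend (camera adjusted p 0.0414) and of the coding length and A content trend (0.00933, range over its alternatives 1.42e-04 to 0.389). Its median shrank from -0.41 to -0.27 and to -0.21. Without the coding trend SMC4 (-0.0007) and SMC3 (-0.056) hardly fell. CENPE was then at -0.13, TOP2A at -0.29, CENPF at -0.40 and ASPM at -0.43. Genes outside the mitotic lists matched to the 6 on expression, coding length and A content fell too, with a median of -0.14, and in 10000 draws of matched genes 95% of medians lay between -0.25 and -0.02. The panel, at -0.41, lay below each draw. A trend on sequence is therefore argued against as the whole cause, although it may account for part of the fall: 95 genes outside the mitotic lists with coding sequences of at least 3000 bases and at least 35% A had a median of -0.14, with 80 of them lower, 6 called lower and 0 called higher. The margin depended on single libraries, left out for the panel and its matched genes alike. It was narrower without DMSO replicate 1, with the panel at -0.11 (percentile 3.25 of the draws, 95% of which lay between -0.11 and 0.10). It was also narrower without D47 replicate 2, with the panel at -0.21 (percentile 1.69). It was wider without DMSO replicate 2, with the panel at -0.64 against a matched median of -0.25. Without D47 replicate 1 it was wider too, at -0.76 against -0.16, and both were at percentile 0. The spindle and kinetochore list kept its call without the GC and length trend (0.0293) and lost it without the coding trend (0.130; range 1.98e-04 to 0.376), yet lay at percentile 0.19 of its matched lists. These 2 readings part, so for this list the coding trend and a specific fall cannot be told apart.

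Libraries with the number 1 read higher for the panel in both groups. The median of the 6 was 0.51 higher (log2) in DMSO replicate 1 than in replicate 2 and 0.47 higher in D47 replicate 1 than in replicate 2, more than the fall of 0.41 between groups. CENPE (0.73 and 1.07), CENPF (0.90 and 0.93) and ASPM (0.58 and 0.61) differed most, TOP2A (0.29 and 0.10) and SMC4 (0.21 and 0.01) least. Removing the GC and length trend left 76.3% of the difference in DMSO and 113% of it in D47. Matched genes on coding length and A content showed 43.3% of it in DMSO and 8.77% in D47, and the panel lay at percentile 99.96 and 100 of the matched lists. These 2 trends are argued against as the whole cause. A difference in cycle phase between cultures would move the G2/M list too. The median of its 53 members with a match was 0.079 higher in DMSO replicate 1 than in replicate 2, and 0.025 higher in D47. Against 0.51 and 0.47 for the panel, this argues against cycle phase as the whole cause. It may account for part, since the list lay at percentiles 95.85 and 99.24 of its matched lists. A difference in cell density or in RNA quality stays open as untested, and no label names a batch.

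Ribosomal protein genes rose with other short housekeeping genes. The higher of the camera adjusted p of the ribosomal lists was 4.53e-06 after removal of the length trend and 2.38e-07 after removal of the GC and length trend (range over the alternatives of the cytosolic list 9.96e-12 to 0.288), which argues against these trends as the whole cause. Matched random lists had medians of 0.10 for the cytosolic and 0.13 for the mitochondrial list, against 0.17 and 0.16 observed, at percentiles 99.96 and 93.0. Much of the rise was thus shared by genes of like expression, GC content and length, and complex I (percentile 84.0) and histones (29.0) did not stand apart from theirs. These matched genes could include members of the other rising lists, since only the list itself was left out. How many were drawn was not counted. The proteasome list did, at percentile 99.85. A rise specific to protein synthesis is in doubt for the mitochondrial list, and matched lists built in this way cannot settle it.

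The cholesterol synthesis list kept its call without the GC and length trend (1.39e-10; range over its alternatives 1.17e-11 to 0.375) and lay below each of 10000 matched lists, whose median was 0.08. The growth factor early genes kept theirs (6.44e-05, range 6.11e-08 to 0.288). The 13 of its 24 members with a mean of at least 1 CPM, the limit for matching, had a median of 0.46 and lay above each matched list. Its other members lay below that limit. Among genes of at least 5 CPM the median of the early list was 0.36 (camera adjusted p 0.0178). Both lists moved alike in the 2 libraries of each group. As a hypothesis, lower sterol synthesis and higher early gene expression may follow the loss of PDPK1; these libraries hold no test of that against an effect of the compound.

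Loss of PDPK1 would lower AKT activity and could raise FOXO targets. The median of the 28 genes was -0.049, with 11 higher and 17 lower, so it decides nothing. Single members moved strongly and in the direction opposite to that idea: SESN3 (log2 fold change -1.69), BCL6 (-1.20, edgeR adjusted p 0.0043) and CCNG2 (-0.81, adjusted p 0.0017) fell, while CDKN1B rose by 0.30 (adjusted p 0.0430). All but SESN3 were chosen after their values were seen, and the fall of SESN3 had been read in a table of the study before the list was written.

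MYCN rose by 0.46 (log2). The rise stayed called without the GC and length trend (adjusted p 0.0055; range over its alternatives 5.25e-08 to 0.0137). More copies of the amplified region would raise its neighbours too, and DDX1, the most abundant gene, changed by 0.058 (SE 0.077) and NBAS by -0.10 (SE 0.083), neither called. A rise in MYCN transcript that its amplified neighbours do not share may be a response to the treatment, as a hypothesis from the same data. The study saw no obvious change in N-MYC protein by western blot, so a rise in the protein cannot be inferred from the transcript.

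GATSL1, now named CASTOR2, had 846 and 533 counts in DMSO and 39 and 44 in D47 (log2 fold change -4.11, adjusted p 7.12e-05), a larger change than any named gene; it was chosen after its values were seen and its mean of 3.62 CPM is below the limit for naming. If its reads had been moved to its copy GATSL2, that gene would have risen by 1.10, and it changed by -0.11 (SE 0.148). Reads lost to more than 1 mapping place stay open and were not tested. NGFR, also chosen afterwards, fell from 7.54 ± 1.16 to 0.927 ± 0.160 CPM (log2 fold change -3.02, adjusted p 2.23e-05).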
